A study of Mus musculus with 18 samples.

How the data were processed

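The series holds single-cell RNA sequencing of mouse liver non-parenchymal cells, that is, the cells of the liver other than hepatocytes. It has 18 libraries, each from 1 mouse, in 6 groups of 3 mice. Per the labels, livers were perfused and digested with collagenase and pronase, hepatocytes were spun out, red cells were lysed, dead cells were removed and the rest went onto a 10x Chromium droplet system. The deposited matrices hold raw UMI counts per gene and cell barcode, that is, numbers of distinct RNA molecules, with no normalization, which their whole values and differing totals bear out. Per the file headers, the matrices were written by version 3.0.2 of the counting software in 15 libraries and by version 3.0.0 in the 3 APAP libraries. The deposited counts came with the same list of 31053 genes in every library. The genome build, the annotation release, the read depth and the filter that chose the barcodes were not stated, so no coordinates are given. The files held 215705 barcodes, while the series states 171814 cells.

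Total UMIs per library ran from 15839975 to 117735864. Barcodes were kept with at least 200 genes and at most 20% mitochondrial UMIs, which left 200248 cells. Doublets were scored per library with the Scrublet method in scanpy 1.11.5, and the highest scores were removed at a rate in proportion to the cells of the library, from 4.48% to 12.8%, 19028 cells in all. The remaining 181220 cells were used. From each library, 2000 cells were drawn (seed 1) and scaled to equal depth on the log scale. They were reduced to 2000 variable genes and 30 principal components, with all panel genes, ribosomal protein, mitochondrial, haemoglobin and antigen receptor genes left out of the variable genes. The 36000 cells were clustered with the Leiden method (igraph 0.11.9) on 20 nearest neighbours at resolution 2, without any correction between libraries. This gave 71 clusters. Every cell was then given to the nearest cluster centre, which returned the cluster of 87.6% of the cells clustered.

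Clusters were named from marker lists of cell types fixed before the data were examined. So were the groups, the gene lists, the rule for naming genes, all alternatives except 1, and the tests. Some tests of possible explanations were chosen later, and these are listed where they are used. A cluster took the name of the type with the best mean marker score if at least 3 of its markers were at least 2-fold above the other clusters after adding 20 CPM (UMI counts scaled to equal library totals). Its 10 top genes were not allowed to hold more markers of another type, and a cluster under 0.333 of the median UMIs of its libraries needed its own markers among them and no others. The second-best type was tried at a score of at least 1. These thresholds, and the joining of both conventional dendritic cell lists into 1 class, were set after the clusters had been seen. Classes are called "like" a cell type because only RNA was measured. The rule left 9 clusters with 22656 cells unnamed, at a median of 902 UMIs per cell. Their mean share of kept cells was 18.9% in control, 13.3% in ALD, 3.64% in APAP, 3.91% in BDL, 22.1% in IR and 2.31% in MCD. Hepatocyte-like and unnamed cells were left out of shares and tests, since hepatocytes were meant to be removed. No cluster was named erythroid or basophil.

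The mouse was the replicate throughout. Each model was compared with the same 3 controls. Class shares were compared over the 6 groups with a permutation test (100000 permutations) of the F statistic of arcsine square-root shares, over 16 classes of at least 100 cells, with Benjamini-Hochberg adjustment. Cells per class were compared with edgeR 4.0.16 (quasi-likelihood test, library size the cells counted), in 1 fit of all 18 libraries with 5 contrasts, adjusted over classes within a model. Exact permutation tests of 3 against 3 libraries were two-sided and could not go below 0.1. The edgeR tests were two-sided as well.

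For genes, UMI counts were summed per class and library and tested with edgeR (filterByExpr, TMM, quasi-likelihood), in 1 fit per class of all libraries with at least 30 cells of it. A class was tested in a model where all 3 model and all 3 control libraries reached 30 cells. Genes were called at an adjusted p under 0.05 within class and model. Hepatocyte-like, proliferating-cell-like and unnamed clusters were not tested. Values per group are CPM of the summed counts, with SD over 3 libraries. A class can pool several clusters, such as 10 in endothelial-like, 9 in T-cell-like and 6 in Kupffer-like cells. A change in summed counts can thus come from another mix of cells within the class, which was not tested. A gene could be named for a class and model if it met 6 conditions. It was called, it changed by at least 1 on the log2 scale, and all 3 model libraries lay on 1 side of all 3 controls. Its mean was at least 20 CPM in the class and at least 10% of that in its highest class, and it was no cell type marker and no antigen receptor, haemoglobin, mitochondrial or ribosomal protein gene. Named were the 2 genes with the largest rise and the 2 with the largest fall per model, and per class the gene risen and the gene fallen in most models. Folds against a group at 0 use a floor of 3 counts over the group. Floors cover counting error alone.

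The 7 gene panels were interferon response (14 genes), immediate early and heat shock (10), inflammatory cytokine (9), lipid-associated macrophage (9), capillarisation (9), fibrogenic (8) and sinusoidal scavenger identity (7). They were tested with fry from limma 3.58.1, directional and two-sided, adjusted over all panels and classes of a model. Camera with its preset correlation was an alternative. Sharing between models was the Pearson r across genes of log2 fold changes, set beside 10 simulated sets of unchanged groups. In each set, controls and models were drawn from the control means with the fitted dispersions, and all models shared the simulated controls. These r values carry no p, since genes are not replicates. Free hepatocyte RNA was the percent of UMIs from the hepatocyte marker list in B-cell-like and T-cell-like cells, which should lack it.

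The pipeline was tested on simulated data with the sizes of the T-cell-like class in ALD and control. Of 200 changed genes, 145 were recovered (72.5%), with 10 false calls. An unchanged model gave 0 calls with edgeR. The simulated raised class was found at an adjusted p of 4.51e-05 with 0 of the other classes called. These simulations were first run after the first fits to the data. All simulated libraries shared a mean profile, apart from the changes put in, with a dispersion of 0.05. The real controls were unlike each other, so the simulations do not show how many false calls the real spread gives.

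Alternatives, changing 1 choice at a time, were a stricter cell filter (500 genes, 10% mitochondrial, 176659 cells), no doublet removal, the automatic doublet threshold, resolution 1, another seed, all kept cells as denominator, the Kruskal-Wallis statistic, TMM over classes, fits of the model and the control alone, DESeq2 1.42.0 and its size factors, no low-count filter, at least 100 cells per library, counts thinned to 1 depth per class, genes that free RNA could carry left out, a log2 fold change of at least 1, replicate numbers as blocks, and each library left out in turn. Unnamed clusters given their best class was chosen after seeing the data. The automatic doublet threshold failed in MCD replicate 1, where it called 3 cells. Total counts differed far beyond sampling in all 153 pairs of libraries (chi-square per degree of freedom from 31.4 to 1454), so no library was a copy of another. Every library held Y-linked RNA, and Xist was at most 0.747 CPM. The software was R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9. The immunofluorescence and staining the series mentions were not analysed here.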

Results

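RNA was counted in single non-parenchymal cells of the livers of 18 mice, with 3 mice in each of 6 groups. The control mice were healthy. Per the labels, the ALD model of alcoholic liver disease had 2 weeks of ethanol feeding and then a binge, and the MCD model of non-alcoholic steatohepatitis had a long-term diet without methionine and choline and with 45 kcal% fat. The APAP model of drug-induced injury had 300 mg/kg acetaminophen for 24 h. The BDL model of cholestatic injury had 10 days of bile duct ligation. The IR model had 45 min of warm ischemia of 70% of the liver and 24 h of reperfusion. The series describes an atlas of these cells across typical disease models, and each comparison below asks how 1 model differed from the healthy livers.

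Control replicates 1, 2 and 3 held 91858571, 83928815 and 104122605 UMIs. The ALD libraries held 103272763, 74405451 and 95960838 UMIs, and the BDL libraries 101303886, 100603959 and 111320665. The IR libraries held 112362370, 107260266 and 117735864 UMIs, and the MCD libraries 72338452, 77894144 and 98890414. The APAP libraries held 20014394, 15839975 and 19095451 UMIs, all below every other library, and they also had another barcode set and another software version. No other group shared this batch, so batch and model cannot be told apart in any APAP comparison. Median UMIs per barcode ran from 2196 in APAP replicate 1 to 8001.5 in BDL replicate 2.

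The shares of 14 of 16 cell classes differed between the 6 groups in a permutation test with adjustment over the classes. The adjusted p was 4e-05 for Kupffer-like, cholangiocyte-like, macrophage-like and monocyte-like cells, whose raw p of 1e-05 was the smallest that 100000 permutations give. Plasma-cell-like cells (adjusted permutation p 0.0685) and proliferating cells (0.471) did not pass. Across 26 alternatives, 13 to 15 classes passed. Kupffer-like cells made up 25.1% ± 8.44 (SD, n = 3) of the counted cells in control, 26.6% ± 5.76 in ALD and 26.6% ± 4.87 in IR. They made up 12.4% ± 1.62 in BDL, 2.79% ± 0.692 in MCD and 0.0462% ± 0.0292 in APAP. The control libraries differed widely among themselves, with T-cell-like shares from 0.819% to 25.5%. The lowest was in control replicate 1, in which 42.4% of kept cells were in unnamed clusters. An unnamed cluster of 677 cells scored best as T-cell-like and drew 84.2% of its cells from that library.

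**Figure D1:**
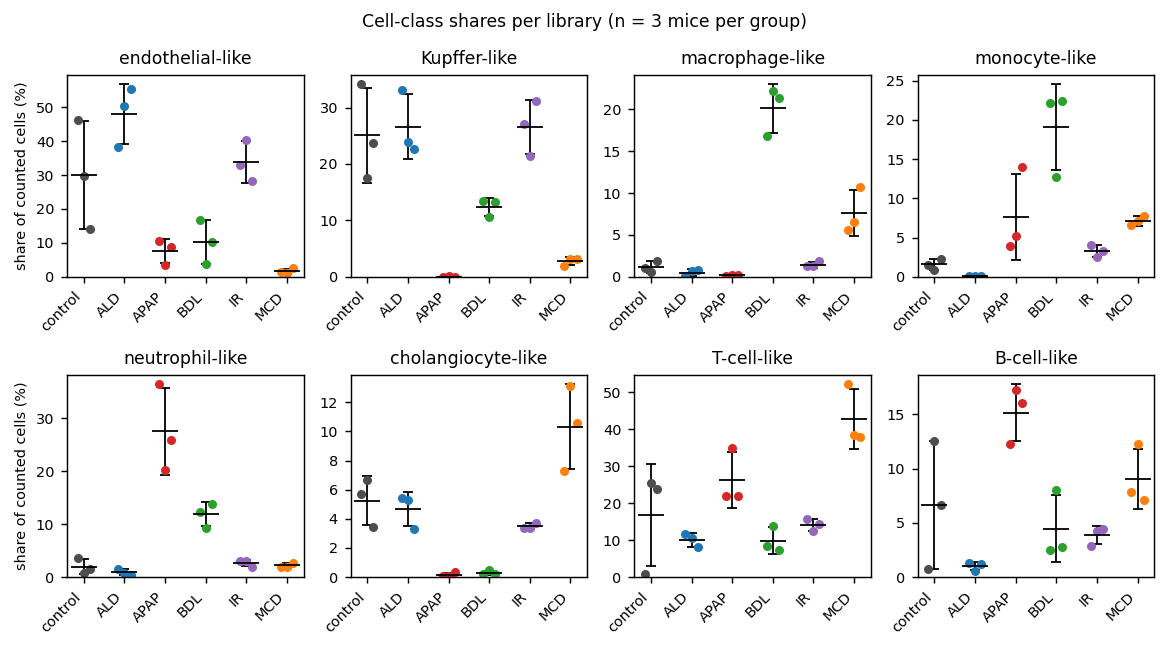
Share of counted cells (%) in 8 cell classes by group, with 1 dot per library and bars for the mean ± SD of 3 libraries. Kupffer-like cells lie near 0 in APAP at a mean of 0.0462%, and the macrophage-like share is highest in BDL at a mean of 20.1%.

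In ALD, edgeR called 5 classes, of which monocyte-like cells fell furthest on the log2 scale, by 4.06 (adjusted p 4.16e-05), from 1.56% ± 0.663 (SD, n = 3) to 0.0909% ± 0.0327 of counted cells, lower in all 3 ALD libraries. That call held with each library left out and in the 10 other alternatives. The other calls were each lost when certain single libraries were left out, and none of them held when only ALD and control were fitted (up to 0.129). B-cell-like cells fell by 2.68 (adjusted p 0.0143, up to 0.0512 without 1 library, lost without ALD replicate 2 or control replicate 2). NK/ILC1-like cells fell by 2.21 (0.0207, up to 0.0878, lost without ALD replicate 1 or control replicate 3). Migratory-dendritic-like cells fell by 3.43 (0.0242, up to 0.0969, lost without any ALD replicate or control replicate 3). That call was also lost with no doublet removal and with the automatic doublet threshold, and it was lost with TMM over classes, as were those of B-cell-like and NK/ILC1-like cells (up to 0.315). Stellate-like cells rose by 2.20 (0.0376, up to 0.0945, lost without any library but control replicate 1). The number of calls moved most when only ALD and control were fitted, to 1, and without ALD replicate 1 it was 2.

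In APAP, 12 classes were called by edgeR. Kupffer-like cells fell by 9.05 on the log2 scale (adjusted p 5.97e-10), cholangiocyte-like cells by 4.97 (1.53e-06) and conventional-dendritic-like cells by 5.34 (2.82e-05). Neutrophil-like cells rose by 3.84 (2.82e-05), from 1.93% ± 1.43 (SD, n = 3) to 27.5% ± 8.19, and monocyte-like cells by 2.29 (0.00168), from 1.56% ± 0.663 to 7.65% ± 5.47. NK/ILC1-like cells rose by 2.05 (0.00882). Endothelial-like cells fell by 1.97 (0.00699), macrophage-like by 2.89 (0.00234), mesothelial-like by 3.61 (0.00699) and stellate-like by 3.41 (0.00448). The APAP and control libraries overlapped in mesothelial-like (exact two-sided permutation p 0.4), stellate-like (0.2) and migratory-dendritic-like cells (0.2). Control replicate 2 held 0 mesothelial-like and 8 stellate-like cells, and no APAP library held more than 8 and 6. Migratory-dendritic-like cells fell by 2.95 (0.0242), a call lost without APAP replicate 1 or 3 or control replicate 3, with adjusted p up to 0.100, and with unnamed clusters given their best class. With only APAP and control, that call and those of NK/ILC1-like and endothelial-like cells were lost (up to 0.0638). Proliferating cells fell by 3.88 (0.00523), but without control replicate 3 the log2 change was -0.96 and the adjusted p 0.286.

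In BDL, 4 classes were called by edgeR, each with every library left out in turn. Macrophage-like cells rose by 4.11 on the log2 scale (adjusted p 0.000112), from 1.16% ± 0.715 (SD, n = 3) to 20.1% ± 2.89. Monocyte-like cells rose by 3.61 (4.40e-05) to 19.1% ± 5.48, and neutrophil-like cells by 2.62 (0.00125) to 11.8% ± 2.27, the last not called with TMM over classes (0.0541). Cholangiocyte-like cells fell by 4.10 (2.10e-05), from 5.25% ± 1.67 to 0.306% ± 0.130. All 3 BDL libraries lay on 1 side of all controls in these 4 classes, with an exact two-sided permutation p of 0.1 each. Without control replicate 3, 7 classes were called. Only 24 to 39 cholangiocyte-like cells were counted per BDL library. Shares are of recovered cells, and a lower yield of this class in tissue digestion was not tested and stays open.

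In IR, 0 of 16 classes were called by edgeR, none had an unadjusted p under 0.05, and the count stayed at 0 in all 16 alternatives. No other count model was run for class abundance. Exact two-sided permutation tests, which cannot pass 0.05 here, gave 0.1 at the lowest. In MCD, 5 classes were called, each with every library left out in turn. Kupffer-like cells fell by 3.17 on the log2 scale (adjusted p 3.90e-05) and endothelial-like cells by 4.22 (3.90e-05), the latter from 29.9% ± 16.0 (SD, n = 3) to 1.60% ± 0.743. Migratory-dendritic-like cells rose by 3.72 (0.00141), from 0.0980% ± 0.0611 to 1.33% ± 0.100. Macrophage-like cells rose by 2.71 (0.00297) to 7.61% ± 2.79 and monocyte-like cells by 2.19 (0.00297) to 7.15% ± 0.624, neither called with TMM over classes (up to 0.142). T-cell-like cells made up 42.8% ± 8.06 in MCD and 16.7% ± 13.8 in control, a difference that was not called.

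Within Kupffer-like, macrophage-like and monocyte-like cells, a share that other classes cannot move, the Kupffer-like part was 90.1% ± 4.43 (SD, n = 3) in control. It was 97.6% ± 1.75 in ALD, 84.8% ± 1.11 in IR, 24.0% ± 1.39 in BDL, 15.9% ± 2.82 in MCD and 0.883% ± 0.674 in APAP. The exact two-sided permutation p was 0.1 for each model except IR (0.2), and 0.1 is the smallest that 3 against 3 libraries allow. Over the 6 groups, the permutation p was 1e-05, the smallest that the permutations can give. The direction of each difference was the same in 12 alternatives. The difference in ALD, 7.48 points, moved most without control replicate 3, to 4.93.

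Summed over classes, 5799 gene and class pairs of 84040 tested in 8 classes were called in ALD, 3819 higher and 1980 lower than in control. In APAP, 17159 of 69134 pairs in 7 classes were called (7738 higher, 9421 lower). In BDL, 1720 of 101607 pairs in 10 classes were called (914 higher, 806 lower). In IR, 2636 of 114803 pairs in 11 classes were called (1752 higher, 884 lower), and in MCD 5021 of 114803 in 11 classes (1970 higher, 3051 lower). In 85.2% of the called pairs in ALD, 81.6% in APAP, 92.0% in BDL, 86.8% in IR and 91.2% in MCD, the 3 model libraries did not overlap the 3 controls. Chance gives 10% for genes not chosen by a test, so these shares describe the called pairs and test nothing. With genes that free RNA could carry left out, the balance of direction turned in ALD (1630 higher, 1790 lower) and APAP (7183 higher, 6768 lower), and without MCD replicate 1 it turned in MCD (1018 higher, 976 lower). Fitting a model with the control alone moved the counts most in ALD, to 171, and in BDL, to 65.

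Single libraries moved most of these counts. The ALD count was 2720 without ALD replicate 1, and the MCD count 1994 without MCD replicate 1. The BDL count was 494 without BDL replicate 3 and 4179 without control replicate 3. The IR count was 867 without IR replicate 2 and 10153 without control replicate 1. The APAP count stayed between 11475 and 17125 with 1 library left out, and it was 6205 with counts thinned to 1 depth per class. Endothelial-like cells gave the most calls in APAP (4704), BDL (924) and MCD (2060), Kupffer-like cells in ALD (1481) and T-cell-like cells in IR (1005). In Kupffer-like cells of MCD, edgeR called 0 genes, with 1313 at an unadjusted p under 0.05, and DESeq2 called 212.

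**Figure D2:**
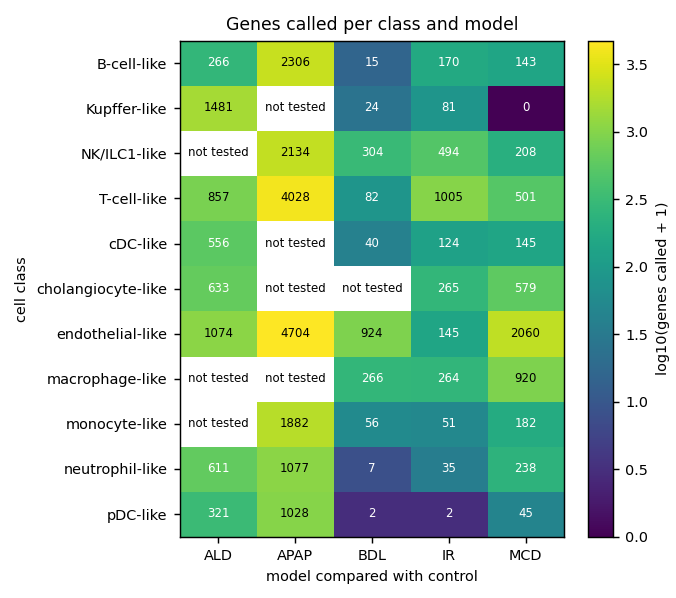
Number of genes called by edgeR at an adjusted p under 0.05 per cell class and model, each against control, with 3 libraries per group. Cells marked as not tested had a library with under 30 cells, and the counts run from 0 in Kupffer-like cells of MCD to 4704 in endothelial-like cells of APAP.

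Genes named by the rule included, in ALD, Lepr (ENSMUSG00000057722), which rose in Kupffer-like cells from 5.88 ± 0.847 to 185 ± 86.2 CPM (SD, n = 3), a log2 fold change of 5.15 ± 0.53 (SE, edgeR adjusted p 0.000874), called with each library left out. Cyp2a5 (ENSMUSG00000005547) rose in neutrophil-like cells from 1.61 ± 2.79 to 115 ± 98.7 CPM (adjusted p 0.00619), a call lost without ALD replicate 1 (0.0784) and with DESeq2. Its mean in these cells was 0.103 of that in its highest class, and it was among the top 10 genes of a hepatocyte-like cluster with 90.0% of its cells from ALD replicate 1. Free hepatocyte RNA was also highest in ALD, so a rise within neutrophil-like cells is not shown. Stfa2 (ENSMUSG00000022902) and Gm19951 (ENSMUSG00000113136) had 0 counts in neutrophil-like cells of ALD, at least 15.8-fold and 8.51-fold lower than in control. Both calls (0.0208 and 0.0458) were lost without ALD replicate 1 or 2 or control replicate 1, the latter also without ALD replicate 3, with adjusted p up to 0.106 and 0.190. That of Gm19951 was also lost with thinned counts, no doublet removal or the stricter cell filter (up to 0.126).

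In APAP, Ccl4 (ENSMUSG00000018930) rose in neutrophil-like cells by 5.69 ± 0.49 on the log2 scale (SE, edgeR adjusted p 2.91e-06), and Hist2h2aa1 (ENSMUSG00000064220) in the same class by 4.87 ± 0.75 (0.000401). In endothelial-like cells of APAP, Gm10600 (ENSMUSG00000083929) had 0 counts, at least 315-fold lower than the 217 ± 85.2 CPM (SD, n = 3) of control (2.46e-06). Ifi208 (ENSMUSG00000066677) fell there from 24.1 ± 11.7 to 0.843 ± 0.803 CPM (0.00414). These 4 calls held with each library left out, but all APAP libraries were of the other batch.

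In BDL, H2-M2 (ENSMUSG00000016283) fell in macrophage-like cells from 131 ± 151 to 1.58 ± 1.46 CPM (SD, n = 3, edgeR adjusted p 0.00862) and was called with each library left out. Mmp13 (ENSMUSG00000050578) fell there from 189 ± 282 to 4.73 ± 0.519 CPM (0.0238), lost without BDL replicate 1 or 3 or control replicate 2 (up to 0.122). Ccl1 (ENSMUSG00000020702) rose in NK/ILC1-like cells from 0.122 ± 0.211 to 80.3 ± 86.4 CPM (0.0207), lost without BDL replicate 1 or control replicate 2 or 3 (up to 0.0761). Ly6c1 (ENSMUSG00000079018) rose in endothelial-like cells from 13.5 ± 7.94 to 152 ± 153 CPM (0.0219), lost without BDL replicate 2 or control replicate 2 (up to 0.0939). All 4 calls were lost with only BDL and control (up to 0.206), and DESeq2 gave no adjusted p for Mmp13.

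In IR, Gbp10 (ENSMUSG00000105096) rose in cholangiocyte-like cells from 0.245 ± 0.317 to 89.8 ± 6.64 CPM (SD, n = 3, edgeR adjusted p 2.82e-07) and Gm4841 (ENSMUSG00000068606) from 1.18 ± 0.841 to 84.8 ± 12.3 CPM (1.94e-06), both called with each library left out. Lyz1 (ENSMUSG00000069515) fell in macrophage-like cells from 64.4 ± 66.2 to 2.42 ± 0.328 CPM and Mmp12 (ENSMUSG00000049723) from 114 ± 96.7 to 4.56 ± 3.12 CPM. Their adjusted p of 0.00938 became 0.0655 and 0.0535 without IR replicate 3. With no doublet removal the log2 fold change of Mmp12 went from -4.79 to -1.24 (0.398), and at clustering resolution 1 Lyz1 was not called (0.0552). In MCD, Sprr2b (ENSMUSG00000050092) rose in endothelial-like cells from 3.14 ± 1.70 to 347 ± 281 CPM (4.60e-05) and Nts (ENSMUSG00000019890) from 2.50 ± 1.42 to 234 ± 121 CPM (0.000508), both called with each library left out. Endothelial-like cells fell to 1.60% of counted cells in MCD, and a changed mix within this class was not tested as the source. Wfdc21 (ENSMUSG00000051748) and Arg1 (ENSMUSG00000019987) fell in monocyte-like cells to 2.29 ± 1.97 and 1.65 ± 0.705 CPM. Their control means of 471 ± 757 and 280 ± 454 CPM had an SD above the mean. Both calls (0.0254 and 0.0312) were lost without any 1 MCD replicate, and that of Arg1 also without control replicate 1 (up to 0.136 and 0.161). Both were also lost with only MCD and control (up to 0.202), and that of Arg1 with thinned counts. Stfa2, Gbp10, Sprr2b, Lyz1, Hist2h2aa1 and Ly6c1 have close paralogs, so that reads could not always be told apart.

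Of the genes named per class for their calls in most models, Myc (ENSMUSG00000022346) rose in endothelial-like cells in 4 models, from 15.9 ± 4.80 CPM (SD, n = 3) in control to 59.6 ± 12.5 in ALD, 47.7 ± 12.2 in APAP, 83.0 ± 13.3 in BDL and 34.7 ± 13.4 in MCD. The MCD call (edgeR adjusted p 0.0284) was lost without MCD replicate 1 or control replicate 2 (up to 0.193). Acod1 (ENSMUSG00000022126) rose in neutrophil-like cells in 4 models, from 141 ± 62.2 CPM to 782 ± 307 in ALD, 706 ± 307 in APAP, 604 ± 16.0 in IR and 995 ± 205 in MCD. Its IR call (0.0490) was lost without any 1 IR replicate or control replicate 2 or 3 (up to 0.191) and with DESeq2 size factors, and its MCD call (0.00796) without MCD replicate 2 (0.0536). Plec (ENSMUSG00000022565) rose in macrophage-like cells in BDL, IR and MCD, and Slco2b1 (ENSMUSG00000030737) fell in endothelial-like cells in APAP, BDL and IR. The BDL call of Plec (0.0224) was lost without BDL replicate 1 or 3 or control replicate 1 or 2 (up to 0.0643), and the IR call of Slco2b1 (0.0286) without any 1 IR replicate or control replicate 3 (up to 0.144). With only the model and control fitted, the calls of Myc in ALD and MCD, Slco2b1 in BDL and IR and Plec in BDL were lost (up to 0.177). That of Plec in BDL was also lost at clustering resolution 1, and that of Slco2b1 in IR with thinned counts or at least 100 cells per library. The rule named 70 combinations of gene, class and model, and 42 of them lost their call without 1 library. The means of Slco2b1, Plec, Wfdc21 and Arg1 in the classes named here were 0.128, 0.163, 0.112 and 0.143 of that in their highest class, so free RNA could carry part of these changes.

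The interferon response panel was higher in IR in all 11 classes tested (fry from limma, two-sided), and all 3 IR libraries lay above all 3 controls in each. The median log2 fold change over the panel ran from 1.28 in NK/ILC1-like to 3.51 in cholangiocyte-like cells. The adjusted p ran from 2.40e-05 in cholangiocyte-like to 0.0450 in endothelial-like cells. The panel mean in cholangiocyte-like cells was 8.18 ± 0.24 log2(CPM + 1) (SD, n = 3) in IR and 4.75 ± 0.57 in control. Over all genes tested, edgeR called 13 of its 14 genes in cholangiocyte-like cells, 11 in B-cell-like and 10 in conventional-dendritic-like cells, but 0 in macrophage-like, monocyte-like and pDC-like cells. In these last classes 14, 14 and 11 genes had an unadjusted p under 0.05, and DESeq2 called 9, 4 and 2. The counts adjusted over the list alone were 11 to 14 of 14 in the classes, and 11 of 11 in pDC-like cells. With only IR and control fitted, and with camera, all 11 classes stayed called. At clustering resolution 1, 8 of 11 did, and with at least 100 cells per library 3 of 4. Many calls were lost with 1 library left out, which also leaves fewer libraries to test. Without control replicate 1, 2 or 3, 6, 1 and 4 of 11 classes were called, and without IR replicate 1, 2 or 3, 2, 1 and 8. In cholangiocyte-like cells the panel was called each time, and the lowest median over the classes stayed at 1.15 or more.

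**Figure D3:**
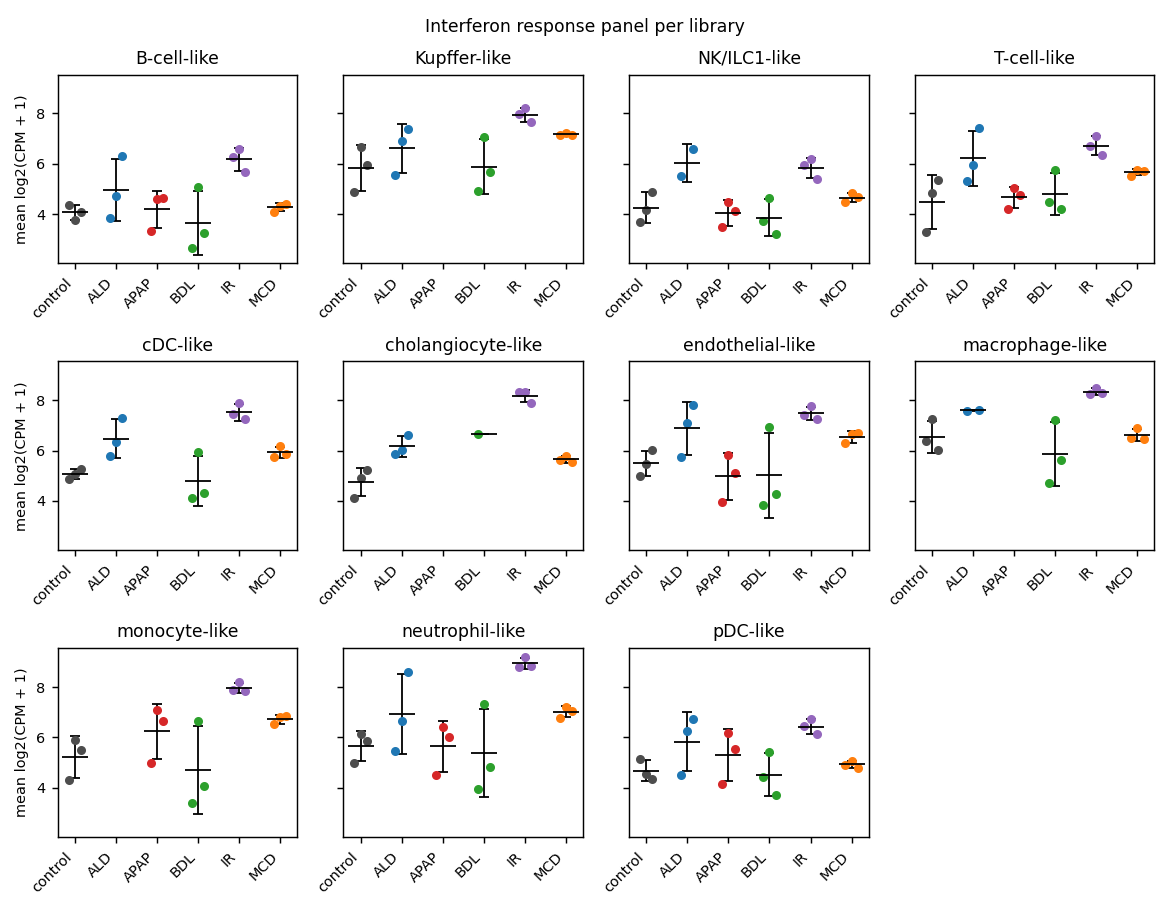
Mean log2(CPM + 1) over the interferon response panel in 11 cell classes, with 1 dot per library and 3 libraries per group. In each class the 3 IR libraries lie above the 3 control libraries, with means of 8.18 and 4.75 in cholangiocyte-like cells.

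In ALD, the interferon panel was called in 1 of 8 classes, cholangiocyte-like cells, with a median log2 fold change of 1.69 (adjusted p 0.00345 by fry). That call was lost with no doublet removal and with only ALD and control (up to 0.0944). There 9 of 14 genes were called over all genes and 12 adjusted over the list alone. Without adjustment fry gave 4 classes in ALD, and camera called 8. In APAP, BDL and MCD, fry called the panel in 0 classes, with 0, 0 and 1 at an unadjusted p under 0.05 and 2, 0 and 7 called by camera. In MCD all 3 libraries lay above all 3 controls in 7 of 11 classes. The cytokine panel was higher in neutrophil-like cells in ALD by a median of 1.33 (0.00204), in APAP by 2.03 (1.25e-05), in BDL by 1.30 (0.00300) and in MCD by 1.18 (0.00266). These calls held with each library left out, but with only the model and control fitted those of ALD (0.0646) and BDL (0.149) were lost. Of its 9 genes in neutrophil-like cells, 3 were called over all genes in ALD, 7 in APAP, 0 in BDL and 4 in MCD by edgeR, and 3, 7, 6 and 4 adjusted over the list alone. In BDL, 6 had an unadjusted p under 0.05 and DESeq2 called 4. The panel mean in these cells was 9.77 ± 0.43 log2(CPM + 1) (SD, n = 3) in APAP and 7.67 ± 0.52 in control.

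The lipid-associated macrophage panel was higher in Kupffer-like cells in BDL (median 1.35, adjusted p 0.00595 by fry) and MCD (1.60, 0.00223) and in macrophage-like cells in MCD (1.82, 0.00275), each with every library left out. Both calls in Kupffer-like cells were lost with only the model and control fitted (up to 0.202). The panel median in these cells ran from 1.08 to 2.17 in BDL with 1 library left out. In MCD the panel median was as low as 0.590 among the alternatives that left out no library. Of its 9 genes, edgeR called 1, 0 and 7 over all genes and 6, 6 and 8 adjusted over the list alone. In Kupffer-like cells of MCD, 6 had an unadjusted p under 0.05 and DESeq2 called 4. The scavenger identity panel was lower in endothelial-like cells of MCD (-1.38, 5.08e-05), with 8.48 ± 0.30 log2(CPM + 1) (SD, n = 3) against 9.69 ± 0.08 in control and 6 of 7 genes called either way. In APAP it was lower by a median of -0.40 (0.0310), with 2 of 7 genes called either way, and lost without APAP replicate 2 or 3 or control replicate 2 (up to 0.102), with camera and with only APAP and control (up to 0.195). Whether the mix of cells within the endothelial-like class changed was not tested in either model.

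Most of the remaining calls by fry were lost with 1 library left out, which also leaves fewer libraries to test. In APAP, the immediate early and heat shock panel was higher in neutrophil-like cells (median 1.28, adjusted p 0.000520), with each library left out. It was lower in endothelial-like cells (-1.30, 0.0269), lost without APAP replicate 2 or 3 or control replicate 2 or 3 (up to 0.0754). The cytokine panel was higher in endothelial-like cells of APAP (1.86, 0.0269), lost without any library but control replicate 1 (up to 0.124), and reversed with genes that free RNA could carry left out, where fry called the 3 remaining genes lower (median -0.90, 0.0219). In monocyte-like cells of APAP it was higher (0.81, 0.0269), lost without APAP replicate 1 or 3 or control replicate 2 (up to 0.0810). In macrophage-like cells of MCD it was lower (-1.07, 0.0157), lost without any 1 MCD replicate (up to 0.0934). In IR, the immediate early panel was lower in T-cell-like (-0.97, 0.0362), cholangiocyte-like (-0.54, 0.0352) and macrophage-like cells (-0.91, 0.0352), and the cytokine panel in macrophage-like cells (-0.91, 0.0371). Each of these 4 calls was lost in 5 of 6 omissions of 1 library, with adjusted p up to 0.109. With only the model and control fitted, all these calls but that of the cytokine panel in endothelial-like cells of APAP were lost (up to 0.287), and that one was lost with camera. At clustering resolution 1 the cytokine calls in monocyte-like cells of APAP and macrophage-like cells of MCD and IR were lost. That of the immediate early panel in endothelial-like cells of APAP was lost with no doublet removal or unnamed clusters given their best class, and that in T-cell-like cells of IR with free-RNA genes left out. For these 9 calls, in the order given, edgeR called 6, 5, 6, 5, 3, 4, 0, 3 and 3 of the panel's genes over all genes and 8, 5, 6, 5, 6, 7, 5, 6 and 4 adjusted over the list alone. The count of 0 (cholangiocyte-like cells of IR) was 5 at an unadjusted p under 0.05 and 3 with DESeq2. The capillarisation panel was called in 0 models by fry, by camera or at an unadjusted p under 0.05. The fibrogenic panel was not tested, since control replicate 2 had 8 stellate-like cells and the rule asked for 30 in all 3 libraries of each group. A fit without that library was not run.

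Across genes, the log2 fold changes of model pairs against the same controls had a median Pearson r of 0.0717 in endothelial-like, 0.0709 in Kupffer-like, 0.240 in neutrophil-like and 0.116 in T-cell-like cells. Simulated unchanged groups against shared simulated controls gave 0.318, 0.453, 0.538 and 0.538. Changes proper to a model add spread that lowers r, so a value below the simulated one does not show a lack of sharing. Of 36 pairs, 2 lay above the highest of 10 simulations, both in endothelial-like cells. They were APAP with BDL (0.346, highest simulated 0.328) and BDL with MCD (0.359, 0.298). With genes that free RNA could carry left out these were 0.273 and 0.330. Without control replicate 3, the median in T-cell-like cells was 0.305 and in Kupffer-like cells 0.239, and without control replicate 1 it was 0.221 in endothelial-like and 0.426 in neutrophil-like cells.

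Free hepatocyte RNA took 0.281% ± 0.139 (SD, n = 3) of the UMIs of B-cell-like cells and 0.170% ± 0.0709 of those of T-cell-like cells in control. In ALD it took 1.20% ± 1.00 and 0.987% ± 0.861. Without ALD replicate 1 the difference fell from 0.919 to 0.360 points in B-cell-like cells and from 0.817 to 0.336 in T-cell-like cells. In APAP it took 0.00276% and 0.00249%, and in MCD 0.0324% and 0.0236%. The exact two-sided permutation p was 0.1 in these 3 models and both classes, the smallest possible. In BDL (0.151% and 0.0784%) and IR (0.153% and 0.0812%) the groups overlapped, with an exact p of 0.3 in B-cell-like and 0.2 in T-cell-like cells.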

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

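Of the tests in this part, that of free hepatocyte RNA was chosen only after the result was seen; the others were set out before.

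Hepatocyte-like cells, which no comparison used, made up 13.9% ± 9.67 (SD, n = 3) of kept cells in IR and 3.27% ± 0.994 in control, with all 3 IR libraries above all controls. In ALD they made up 12.7% ± 17.8, with 33.2% in ALD replicate 1, the highest of all 18 libraries, but not all ALD libraries lay above the controls. The IR libraries ran from 5.79% to 24.6%, and without IR replicate 1 the mean was 8.54%. The share of hepatocyte RNA in T-cell-like cells was no higher in IR (IR minus control -0.0889 points), which argues against more free hepatocyte RNA as the cause. Low-UMI droplets, named by the hepatocyte RNA in them, remain a candidate explanation. Hepatocyte-like cells of the IR libraries had at most 0.393 of the median UMIs of their library, as this explanation needs. In control replicates 2 and 3 the ratios were also low (0.468 and 0.362), but in control replicate 1 the ratio was 2.33. The ratios tell what kind of barcode was named, and not why there were more of them in IR. A different yield of the step that removes hepatocytes, and injury itself, were not tested and stay open.

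In APAP, the immediate early and heat shock panel moved in opposite directions in 2 classes, with all 3 APAP libraries above all controls in neutrophil-like cells and below them in endothelial-like cells. The medians of the log2 fold changes lay 2.57 apart. This difference itself was not tested, and the call in endothelial-like cells was lost without APAP replicate 2 or 3 or control replicate 2 or 3 (adjusted p up to 0.0754). It was also lost with no doublet removal, with unnamed clusters given their best class and with only APAP and control (up to 0.113), where the call in neutrophil-like cells was lost too (0.0797). With genes that free RNA could carry left out, 7 and 9 of 10 genes remained and the medians kept opposite signs, 2.75 apart, which argues against free RNA as the whole cause. Depth does not explain it as a whole either, since with counts thinned to 1 depth per class it was 2.25. The APAP libraries form a batch of their own, so a class-dependent effect of that batch and an effect of the drug cannot be told apart.

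In BDL, the inflammatory cytokine panel lay above all controls in neutrophil-like cells and below them in Kupffer-like cells, with medians 1.74 apart. The fall in Kupffer-like cells was not called by fry (adjusted p 0.946), and the difference itself was not tested. The call in neutrophil-like cells was lost with only BDL and control (0.149). The medians kept opposite signs, 1.92 apart with genes that free RNA could carry left out (8 and 7 of 9 genes remained) and 1.79 apart with thinned counts, which argues against both as the whole cause. A biological difference between the classes was not tested and stays open.

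In MCD, the same panel lay above all controls in neutrophil-like cells and below them in Kupffer-like and macrophage-like cells, with the widest medians 2.26 apart. The fall in macrophage-like cells lost its call without any 1 MCD replicate (adjusted p up to 0.0934), at clustering resolution 1 and with only MCD and control, that in Kupffer-like cells was not called (0.397), and the difference itself was not tested. Between neutrophil-like and macrophage-like cells the medians kept opposite signs, 2.45 apart with genes that free RNA could carry left out (8 of 9 genes remained in each) and 2.13 apart with thinned counts. Both values argue against these explanations as the whole cause. A biological difference between the classes was not tested and stays open.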

How the results depend on the processing

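The alternative that gave unnamed clusters their best class was chosen only after the data were seen, and all others were fixed earlier. No difference in Kupffer-like share or hepatocyte RNA and no median correlation changed sign. Of the panel calls, the cytokine panel in endothelial-like cells of APAP changed sign, from a median of 1.86 to -0.90 with free-RNA genes left out, which leaves 3 of its 9 genes. The number of classes differing between the 6 groups was 13 to 15 in 26 alternatives. The Kupffer-like share against control kept its direction in 12 alternatives per model, with differences of 4.93 to 8.93 points in ALD, -91.8 to -87.8 in APAP, -68.7 to -64.5 in BDL, -7.86 to -3.53 in IR and -76.8 to -72.5 in MCD. Hepatocyte RNA kept its direction in 8 alternatives per model and class. In T-cell-like cells of ALD its difference was 0.336 points without ALD replicate 1 and 0.817 with all libraries. In B-cell-like cells of ALD it was 0.360 and 0.919.

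The abundance count in ALD (5) was 2 with TMM over classes, 1 with only the model and the control, and 2 to 7 with 1 library left out. It was 2 without ALD replicate 1, ALD replicate 2 or control replicate 3, and 3 without ALD replicate 3. In MCD (5) it was 3 with TMM over classes and 8 with all kept cells as denominator, for which the cause was not tested. In BDL (4) it was 4 to 7 with 1 library left out, 7 without control replicate 3. In APAP (12) it was 9 with only the model and the control, 13 without control replicate 2, and 11 or 12 otherwise. With TMM over classes the balance turned from 3 higher and 1 lower to 2 and 3 in BDL, and from 3 higher and 2 lower to 1 and 2 in MCD. The edgeR count in IR was 0 in all 16 alternatives, and 0 at an unadjusted p under 0.05 with all libraries.

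With only the model and the control, called genes were 171 in ALD, 9244 in APAP, 65 in BDL, 819 in IR and 2399 in MCD. Such fits have fewer libraries from which to estimate the spread. With counts thinned to 1 depth per class they were 2032, 6205, 466, 744 and 2015 in the same order, so depth limits how many genes can be called. With at least 100 cells per library they were 3072, 6725, 1089, 888 and 755, where fewer classes could be tested. With a log2 fold change of at least 1 they were 8152 in APAP, 877 in BDL, 1215 in IR and 3289 in MCD, a stricter rule by construction. With free-RNA genes left out, which leaves fewer genes, they were 3420 in ALD and 3305 in MCD. This also turned the balance of direction in ALD, from 3819 higher and 1980 lower to 1630 and 1790, and in APAP, from 7738 and 9421 to 7183 and 6768. With no low-count filter they were 3664 in BDL, 4217 in IR and 7719 in MCD. With DESeq2 they were 3994 in BDL and 4867 in IR, for which, as for the filter, the cause was not tested. With no doublet removal they were 4679 in BDL, of which 2239 were in cholangiocyte-like cells, a class not tested in BDL otherwise. Genes called under both the reported fit and an alternative kept their sign, except 1 in APAP (16616 of 16617 with unnamed clusters given their best class).

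With 1 library left out, called genes were 2720 to 7097 in ALD (5799 with all), lowest without ALD replicate 1 and 3256 without ALD replicate 2. In APAP (17159) they were 11475 to 17125. In BDL (1720) they were 494 to 4179, lowest without BDL replicate 3 and highest without control replicate 3, with 857 without BDL replicate 1, 2789 without BDL replicate 2 and 2936 without control replicate 1. In IR (2636) they were 867 to 10153, lowest without IR replicate 2 and highest without control replicate 1, with 986 without IR replicate 1, 1136 without IR replicate 3 and 1360 without control replicate 3. In MCD (5021) they were 1994 to 6789, with 1994, 2251 and 3266 without MCD replicates 1, 2 and 3. Without MCD replicate 1 the balance turned from 1970 higher and 3051 lower to 1018 and 976. The counts in BDL and IR are thus known only to within several-fold.

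Panel calls by camera, which presets the correlation between genes, were 14 in ALD, 7 in APAP, 5 in BDL, 24 in IR and 18 in MCD, of which 2, 4, 2, 15 and 5 held under fry. With only the model and the control, fry called 0 in ALD, 2 in APAP, 0 in BDL and 3 in MCD. At an unadjusted p under 0.05 these were 3, 5, 3 and 14. With at least 100 cells per library, where fewer classes could be tested, fry called 1 in ALD, 3 in APAP, 1 in BDL, 4 in IR and 1 in MCD. With no doublet removal it called 1 in ALD, and with unnamed clusters given their best class 8 in MCD, and for both the cause was not tested.

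With 1 library left out, fry called 2 to 7 panels in ALD (2 with all), 6 without ALD replicate 1, 4 without ALD replicate 3 and 7 without control replicate 3. In APAP (6) it called 2 to 7, 2 without APAP replicate 3 and 3 without APAP replicate 2 or control replicate 2. In BDL (2) it called 2 to 4, 4 without control replicate 1. In IR (15) it called 1 to 17, 1 without IR replicate 2 or control replicate 2, 2 without IR replicate 1, 8 without IR replicate 3 and 5 without control replicate 3. In MCD (5) it called 4 to 8, 8 without control replicate 3. The interferon panel in IR was called in 1 to 8 of 11 classes with 1 library left out, in 8 of 11 at clustering resolution 1, and in 3 of the 4 classes that could be tested with at least 100 cells per library.

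The median r between models was 0.272 in Kupffer-like and 0.337 in neutrophil-like cells with free-RNA genes left out, for which the cause was not tested. With 1 library left out it was 0.0767 to 0.221 in endothelial-like, 0.0548 to 0.239 in Kupffer-like, 0.226 to 0.426 in neutrophil-like and 0.102 to 0.305 in T-cell-like cells. The highest values came without control replicate 1 in endothelial-like and neutrophil-like cells and without control replicate 3 in the others. The simulations were not rerun for these settings.

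Of 1131 values of named genes under alternatives, 941 stayed called in the same direction and 190 lost the call. Of the 70 named combinations, 42 lost it with 1 library left out, and 29 of 64 with only the model and the control.

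The labels number the replicates but do not say that equal numbers were paired. As a block in the fit, the numbers gave 4445, 16158, 1633, 2453 and 4475 called genes in ALD, APAP, BDL, IR and MCD, all within 1.5 times of the fit without a block. With the block, the call of stellate-like cells in ALD was lost. Of the 70 named gene combinations, 5 lost their call, among them Wfdc21 in MCD and Acod1 in IR. Deviations from the group mean across genes had a median r of -0.0224 in 45 same-number pairs and -0.00189 in 90 other pairs. Of these, 15 and 33 were over 0.1, so the numbers were not used to pair libraries.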

Other observations

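The tests in this part that were chosen only after the result was seen are those of other splits for class abundance, of depth and of gene copies in APAP, all 4 for the interferon panel, those of free hepatocyte RNA and of depth in control replicate 1, and that of library batches.

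For each model, the 6 libraries can be split into 3 and 3 in 10 ways. For called genes, 1 split gave as many in ALD, APAP, IR and MCD, the real one, and 2 in BDL. For panel calls, 2 splits gave as many in ALD, 1 in APAP, 3 in BDL, 1 in IR and 1 in MCD. For class abundance, 1 split gave as many in ALD, APAP, BDL and MCD, and all 10 in IR, where 0 classes were called by edgeR and 0 had an unadjusted p under 0.05. Among the other splits, the highest count of called genes was 1177 in ALD and at most 14 in APAP, IR and MCD. The other BDL split put control replicate 1 with BDL replicates 1 and 3 and gave 2028 genes, more than the real 1720. Control replicate 1 with BDL replicates 2 and 3 gave 7 panel calls, more than the real 2. With 10 splits the share cannot go below 0.1, so the splits alone cannot exclude chance for any of these results.

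The control libraries were unlike each other. Correlated over genes within a class, 0 of 33 pairs of a control library and a class were closest to another control. Control replicate 1 was closest to an IR library in 8 of 11 classes, control replicate 2 to an MCD library in 9 and control replicate 3 to a BDL library in 5. In contrast, all 33 pairs of IR and all 33 of MCD were closest to their own group, as were 21 of 21 in APAP, 25 of 28 in ALD and 22 of 31 in BDL. The 9 others in BDL were all from BDL replicate 2, which was closest to its group in 2 of 11 classes. Library batches that each hold a control and a model are a candidate explanation, drawn from these same counts. They sum to 22 of 33 control pairs, and no chance value was computed for this sum. The labels give no batch, so such batches cannot be told apart from chance likeness, and no library was regrouped. The highest Nnt CPM was 2.20 times the lowest over 18 libraries and none lacked it, which argues against a substrain difference at this gene; other substrain differences were not tested. If such batches exist, they add to the spread between the controls.

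Control replicate 1 stood apart from the other controls, with 42.4% of its kept cells unnamed against 5.30% and 8.96%. Within Kupffer-like, macrophage-like and monocyte-like cells, control replicate 1 was 93.0% Kupffer-like. No library passed 25.6% in BDL, 19.2% in MCD or 1.41% in APAP, which argues against a swap with those models. The monocyte-like share was 1.54% in this library and at most 0.128% in ALD, which argues against ALD. These values were looked up after the result was seen. A swap with an IR library stays open. Control replicate 1 was closest to IR in 8 of 11 classes, but below all IR libraries on the interferon panel in all 11. While 0 of the 33 IR pairs were closest to control replicate 2 or 3, neither were those controls to each other, so this test decides nothing. A single wrong label was not tested. Free hepatocyte RNA took 0.195% of the UMIs of T-cell-like cells of control replicate 1, within the other controls (0.0900% and 0.225%). In B-cell-like cells it took 0.372%, above the other controls (0.121% and 0.350%). The classes thus differ, and free hepatocyte RNA stays open. Lower depth stays open. Its total of 91858571 UMIs lay between those of the other controls, but its median of 3952 UMIs per barcode was below 5635 and 5921. Of its unnamed cells, many were in 2 clusters of 2747 and 2550 cells, at 0.211 and 0.165 of the median UMIs of their libraries, of which 88.3% and 87.5% came from this library. No biological explanation was tested, since the labels give none for 1 control mouse.

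The higher interferon panel in IR was tested against 4 technical explanations. An effect of free RNA from one class should weaken with the genes under 10% of their highest class left out. All 11 classes stayed called, and the lowest median was 1.22, against 1.28 with all panel genes. Genes at or above 10% stayed in, so free RNA is not excluded for these. Tissue dissociation stress would raise the immediate early and heat shock panel too, but in 0 of 11 classes did the 3 IR libraries lie above all controls, and in 2 they lay below all. Chance gives such separation in either direction in 10% of classes. A single control library would leave overlap with the others, but in 11 of 11 classes all 3 IR libraries lay above all 3 controls. Many of the calls themselves were lost with 1 library left out, with 1 of 11 left without control replicate 2 or IR replicate 2. A batch that holds control replicate 1 and IR would leave no gap between them, but in 11 of 11 classes all 3 IR libraries lay above control replicate 1. These last tests read the same separation of IR from the controls, so they are 1 observation and not independent. A response to ischemia and reperfusion may be the source and stays a hypothesis, since it was found and tested on the same libraries.

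The many called genes in APAP are confounded with its batch. Lower depth is no whole cause, as 36.2% of the count was left after thinning. Another chemistry or software version could shift the same genes in every class. In APAP, 147 of 5273 genes tested in 5 classes were called in the same direction in all of them, against at most 40 in any other model (ALD). A drug effect common to all cells would look the same, so these cannot be told apart. Ribosomal protein genes, predicted genes (named Gm and a number) and pseudogenes by name were together 12.2% of the 147. They were 2.24% of the tested genes, so they are enriched but are not the whole set. Near-identical copies under other names were not counted. Reads shared with such copies therefore stay open as a cause.

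Kupffer-like cells were nearly missing in APAP. Cells left unnamed do not explain it, since with unnamed clusters given their best class the Kupffer-like part of mononuclear phagocytes was 2.96%, against 92.4% in control. The cell filter does not either, since over all barcodes the Kupffer marker CPM was 0.960% of control. This CPM does not always follow the share. In ALD it was 43.6% of control, while the Kupffer-like share was 26.6% against 25.1%, for which the cause was not tested. For APAP, a loss of Kupffer-like cells after the drug, a lower yield of them in tissue digestion and the separate batch stay open, and were not tested.

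Unnamed cells were mostly low in UMIs. The largest unnamed cluster had 6475 cells at 0.148 of the median UMIs of their libraries. Of its cells, 37.7% came from IR replicate 2.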
